# LSD1 Activates PI3K/AKT Signaling Through Regulating p85 Expression in Prostate Cancer Cells

**DOI:** 10.3389/fonc.2019.00721

**Published:** 2019-08-02

**Authors:** Zifeng Wang, Shuai Gao, Dong Han, Wanting Han, Muqing Li, Changmeng Cai

**Keywords:** KDM1A, LSD1, PI3K, AKT, p85, PI3K regulatory subunits, prostate cancer, androgen-deprivation therapy

## Abstract

Lysine specific demethylase 1 (LSD1) functions as a transcriptional repressor through demethylating active histone marks such as mono- or di-methylated histone 3 lysine 4 (H3K4) and interacting with histone deacetylases. However, LSD1 can also act as an activator through demethylating repressive histone marks and possibly non-histone proteins. In prostate cancer (PCa) cells, LSD1 mediates the transcriptional activity of androgen receptor (AR), a ligand dependent nuclear transcription factor that drives PCa initiation and progression to the castration-resistant prostate cancer (CRPC). However, it is unclear whether LSD1 also regulates other growth promoting pathways independent of AR signaling in PCa cells. In this study, we show that LSD1 can activate PI3K/AKT pathways in absence of androgen stimulation, and we further demonstrate that LSD1 transcriptionally regulates the expression of PI3K regulatory subunit, p85, possibly through epigenetic reprogramming of enhancer landscape in PCa cells. Our study suggests that LSD1 has dual functions in promoting PCa development, that it enhances AR signaling through its coactivator function, and that it activates PI3K/AKT signaling through increasing p85 gene expression.

## Introduction

Lysine specific demethylase 1 (LSD1/KDM1A), a specific demethylase of mono- or di-methylated histone lysine 4 (H3K4me1,2, enhancer-associated histone marks), was first identified as a component of REST repressor complex through interaction with CoREST and histone deacetylases 1, 2 (HDAC1,2) (1, 2). LSD1 is also found in Mi-2/nucleosome remodeling and deacetylase (NuRD) repressor complex with interaction with MTA proteins (3, 4). While LSD1 is well-known for its transcription repressor activity, it also activates gene transcription through demethylating repressive histone marks, such as methylated histone 3 lysine 9 (H3K9me1,2), and other non-histone proteins (5–8). In prostate cancer (PCa) cells, LSD1 functions as a major androgen receptor (AR) coactivator (5, 9). This activity was thought to be attributed to androgen-induced phosphorylation of histone 3 threonine 6 and 11 (H3T6/T11ph), which lead to the switch of LSD1 substrate from H3K4me1,2 to H3K9me1,2 (5, 10–12). However, our recent study indicates that the H3K4 demethylase activity of LSD1 persists at AR-mediated enhancers marked with H3T6ph, suggesting additional mechanism(s) mediating its coactivator activity of AR (9). Indeed, we reported that LSD1 interacts and colocalizes with FOXA1, a pioneer factor of AR, at AR-mediated enhancers, and that this interaction may facilitate AR transcription activity (9). Nonetheless, since AR signaling is critical to PCa development and progression to the lethal stage of castration-resistant PCa (CRPC) (13), studies from us and others highly suggest that targeting LSD1 may be a potential treatment strategy for PCa and particularly CRPC, where AR signaling is commonly restored. However, whether LSD1 regulates other major tumor-promoting pathways in PCa cells remains to be determined.

From the RNA-seq analyses of LSD1 inhibitor treated PCa cells, we found that LSD1-activated genes were enriched for PI3K/AKT pathway (14) in absence of androgen stimulation and we further confirmed that LSD1 inhibition significantly decreased AKT phosphorylation independent of DHT treatment. Through functional annotation analyses and subsequent validations, we identified the regulatory subunit of PI3K, p85α (and possibly its isoform p85β), as a critical transcriptional target of LSD1 that mediates its effect on PI3K/AKT pathway activation. Based on these findings, it is plausible that the effectiveness of LSD1 inhibitor treatment in CRPC may be due to inhibition of both AR signaling and PI3K/AKT signaling pathways. As LSD1 inhibitors are currently being tested in clinical trials of leukemia and small cell lung cancer, our studies can be rapidly translated into clinical trials of CRPC.

## Materials and Methods

### Cell Lines and Cell Culture

The LNCaP and CWR22-RV1 cell lines were recently authenticated using short tandem repeat (STR) profiling by DDC Medical (Fairfield). Both cell lines were cultured in RPMI with 10% FBS (fetal bovine serum). For androgen stimulation assays, cells were grown to 50–60% confluence in medium containing 5% charcoal stripped serum (CSS) for 3 days (d) and then treated with DHT or inhibitors for 24 h.

### Chromatin Immunoprecipitation (ChIP)

For preparation of ChIP, dispensed cells were formalin fixed, lysed, and sonicated to break the chromatin into 500–800 bp fragments, followed by immunoprecipitation. Anti-H3K4me2 (Milipore) and anti-V5 (Sigma) are used for immunoprecipitation. The qPCR analysis was carried out using the SYBR Green method. The primers are listed as following: *PIK3R1-*enh: forward, 5′-GTGGAAGAACAGCTTTGGGG-3′, reverse, 5′-TCAAGGCAACTTACTTTGCAGG-3′. *PIK3R1-*LBS: forward, 5′- TTGTTGATTTCCCCACCCCTC-3′, reverse, 5′- TCCCAAGCTGGGCTCTATTTG -3′.

### RT-PCR and Immunoblotting

RNA was extracted with TRIzol Reagent (Invitrogen) following manufacturer's protocol. The expression of genes was measured using real-time RT-PCR analyses with Taqman one-step RT-PCR reagents (Thermo Fisher Scientific) and results were normalized to co-amplified GAPDH. The primer and probe set for the following genes: *FKBP5 (Hs01561006_m1), PIK3R1 (Hs00933163_m1), PIK3R2 (Hs00178181_m1)*, and *GAPDH (4310884E)* were purchased as inventoried mix (Applied Biosystems at Thermo Fisher). For immunoblotting, anti-AKT (Cell Signaling), anti-phosohoylated-473-AKT(Cell Signaling), anti-p85α (R&D), anti-p85β (R&D), anti-H3K4me2 (Milipore), anti-LSD1 (Abcam), anti-V5 (Sigma), anti-HDAC1 (Abcam), anti-GAPDH (Abcam), or anti-β-Tubulin (Abcam) antibodies were used. The inhibitors used are GSK2879552 (Selleck), ORY-1001 (Selleck), S2101 (Calbiochem), tranylcypromine (Calbiochem), and BKM120 (Selleck). Immunoblotting results shown are representative of at least 3 independent experiments.

### Generation of LSD1 Knockout Cell Lines

The effective guided RNA to target LSD1: forward, 5′-CACCGGGGGCCTGGCGGAACCGCCG-3′, reverse, 5′-AAACCGGCGGTTCCGCCAGGCCCCC-3′. The sgRNAs sequences were inserted into lentiGuide-Puro system (Addgene) following the manufacture protocol. Lenti-Cas9-2A-Blast and lentiGuide-Puro vectors were transfected as 1:1 ratio into 22Rv1 cells by Lipofectamine 2000 (Thermo fisher) for 24 h. Cells were then co-treated by blasticidin (1 ug/ml) and puromycin (5 ug/ml) to select single clones. LSD1 knockout in the selected clones was determined by immunoblotting of LSD1.

### Cell Viability Assay

PCa cells were maintained in RPMI-1640 supplemented with 5% CSS. Cell were plated into 96-well plates at ~5,000–10,000 cells/well. After 24 h, cells were treated with DMSO, ORY-1001, and/or BKM-120 for 3 days. The cell viability was then examined by using CellTiter-Glo luminescent cell viability assay (Promega, USA).

### Xenografts

CWR22-RV1 derived xenograft was established in the flanks of castrated male SCID mice by injecting ~2 million cells mixed with 50% Matrigel. LuCaP35CR xenograft tumors were established in the flanks of castrated male SCID mice by transplantation. Tumor volume was measured by manual caliper. Frozen sections were examined to confirm that the samples used for RNA and protein extraction contain predominantly non-necrotic tumor.

### Statistical Analysis

Data in bar graphs represent mean ± SD of at least 3 biological repeats. Statistical analysis was performed using Student's *t*-test by comparing treatment vs. vehicle control or otherwise as indicated. *p*-value < 0.05 (^*^) was considered to be statistically significant. For animal studies, one-way ANOVA was performed for the tumor volume data measured at the final day of the treatments.

## Results

### LSD1 Inhibitor Treatments Decreased AKT Phosphorylation in PCa Cells

To identify the additional target pathways of LSD1 independent of androgen treatment, we treated LNCaP cells (an androgen-responsive PCa cells line with *PTEN* loss) under hormone-depleted condition with a clinical tested LSD1 inhibitor, GSK2879552 (Phase I for small cell lung cancer) (15), at lower doses (1 or 5 μM) but for extended period of time (~2 weeks), and then carried out RNA-seq analyses. This treatment resulted in a significant decrease of cell growth regardless of DHT stimulation (Figure 1A). 

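RNA from LNCaP cells was sequenced in 8 conditions, each with 2 samples that the sample labels call technical replicates. The conditions were vehicle or DHT without inhibitor, and vehicle or DHT with GSK2879552 for 24 h, 48 h or 2 weeks. The paper gives 1 μM GSK2879552 for the RNA-seq of Figure 1B, which was taken to be the 2-week treatment. The paper's text names no GSK2879552 dose for RNA-seq at 24 h or 48 h, and no concentration or duration of DHT for RNA-seq. The authors deposited normalized counts per gene with 1 column per condition, so the technical replicates were already combined. Each condition therefore counted as 1 library (n = 1), and a difference between 2 conditions had no replicate check. The 24 h table held 60308 genes and the table of 48 h and 2 weeks held 20052 genes. In both tables, 100% of the values were whole numbers of reads multiplied by a factor shared by the whole column, so the reads were recovered by division. The vehicle and DHT libraries without inhibitor had the same reads in both tables for 20052 of 20052 genes, so every inhibitor comparison used these 2 controls. Over all genes, 13239828 reads were counted with vehicle and 13811212 with DHT. The libraries treated for 2 weeks had 12651136 reads with vehicle and 13050013 with DHT. Those treated for 48 h had 12472431 and 14301088, and those treated for 24 h had 18047993 and 14722069. Between 67.9% and 72.6% of the reads of the 6 libraries in the table of 48 h and 2 weeks lay on its 20052 genes. In the 24 h table, the authors' factors brought all libraries to the same total over all genes, and this scaling was kept. The same was taken to hold for the other table, where only the 2 controls could be checked against the 24 h table. The totals given above for the libraries treated for 48 h or 2 weeks rest on this. The fold change of a gene was the log2 ratio of its normalized counts after a pseudocount of 1 was added to both. Genes with a mean normalized count of at least 10 over the 2 conditions were tested, and a 2-fold difference was required because the paper's text names no threshold. Confidence intervals were exact Clopper-Pearson intervals (95%) on the share of a gene's reads in the treated library. The tables give no molecular identifiers, so the intervals cover counting error only.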

KEGG pathway analysis (provided by DAVID) was performed to identify the enriched functions/pathways in LSD1-activated (LSD1 inhibition-downregulated) and LSD1-repressed (LSD1 inhibition-upregulated) gene subsets. 

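In the vehicle arm, 12450 genes were tested after 2 weeks of GSK2879552. Of these, 326 were at least 2-fold lower than without inhibitor (LSD1-activated) and 840 were at least 2-fold higher (LSD1-repressed). Among 100 pairs of libraries drawn from a common mean at the same depths, the largest counts were 41 lower and 45 higher genes, so counting error was too small to give either number. The number of lower genes moved most with a 1.5-fold threshold, to 1301, and the number of higher genes moved most with all genes with any count included, to 2271. Among genes with a mean normalized count of at least 100, the largest falls were in ADRA2A (log2 fold change -3.80), PEG3 (-2.39), SLC22A3 (-2.04), CAPN5 and TNFRSF19 (-1.93). In PEG3, 12.9% of the exon bases also belong to another gene on the same strand. ADRA2A dropped from 1750 to 124 normalized counts, and CAPN5 from 293 to 72.3. The largest rises were in genes with 3 reads or fewer with vehicle, so the lower limits of the 95% confidence intervals are given for their folds. PIGR was at least 766-fold higher, LCN2 at least 502-fold, CCL20 at least 332-fold, MMP7 at least 266-fold and CES1 at least 253-fold. PIGR had 2 reads without inhibitor and 5294 after 2 weeks. The DHT arm had its own treated library and its own control. There, 12318 genes were tested, of which 245 were at least 2-fold lower and 894 at least 2-fold higher. Of the 326 genes lower in the vehicle arm, 84.0% also moved down in the DHT arm, against 44.3% of all tested genes, and 91 (27.9%) passed 2-fold there. Random gene sets of the same size and expression had a median of 8 such genes and at most 19. Of the 840 higher genes, 95.2% moved up in the DHT arm, against 55.7% of all tested genes, and 547 (65.1%) passed 2-fold, against a median of 124 and at most 158 in random sets. The inhibitor effect over both arms was tested with limma on the 6 libraries of the table of 48 h and 2 weeks, with hormone as an additive term and 2 residual degrees of freedom. A difference of culture or batch shared by both 2-week libraries would count there as an inhibitor effect. Limma with Benjamini-Hochberg adjustment called 2439 of 12391 genes at an adjusted p under 0.05, 1084 lower and 1355 higher after 2 weeks. Of these, 144 lower and 671 higher genes also passed 2-fold. DESeq2 on the recovered reads moved the number of called genes most, to 1767, of which 1744 were shared with limma. With TMM scaling, limma called 1428 lower and 1381 higher genes, so which direction had more calls depended on the scaling. Of these, 158 lower and 654 higher genes passed 2-fold.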

While LSD1-repressed genes were enriched for neuronal and immune responses (data not shown), a consistent finding with its classic function and a recent study (16), LSD1-activated genes were significantly enriched for PI3K/AKT signaling pathway (Figure 1B), which plays a critical role in driving PCa development (14). 

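The KEGG annotation was replaced by lists of genes written from the families of each process, and each list was compared with 10000 random lists of the same size matched on mean expression in these libraries. These comparisons describe 1 library per condition and give no p-value. The PI3K/AKT list had 338 genes, of which 208 were expressed highly enough to be tested in the vehicle arm. After 2 weeks of GSK2879552, 10 of the 208 genes (4.81%) were at least 2-fold lower. Random lists had a median of 5 lower genes, and 390 of the 10000 had 10 or more. The count moved most with a 1.5-fold threshold, to 21, which was also the median of the random lists under that threshold, and 5720 of them had as many. With the trend of fold change with GC content and transcript length removed, an alternative chosen after seeing the data, 5 list genes were at least 2-fold lower and 3073 of the 10000 lists had as many. On the other side, 27 of the 208 genes (13.0%) were at least 2-fold higher, against a median of 13 in random lists, of which 1 of 10000 had as many. In the DHT arm, 9 of 210 list genes were lower (439 of 10000 lists had as many) and 32 were higher (0 of 10000). Over both arms, limma with Benjamini-Hochberg adjustment called 25 of 208 list genes lower (30 adjusted over the list alone) and 46 higher (53 adjusted over the list alone). In the immune list of 109 genes, 87 were tested and 59 (67.8%) were at least 2-fold higher than in the vehicle library, which also served as the control at 24 h and 48 h. Random lists had a median of 9 higher genes and at most 20. The DHT arm had 60 of 86 immune genes at least 2-fold higher. Limma with Benjamini-Hochberg adjustment called 69 of 85 immune genes higher (71 adjusted over the list alone) and 1 lower (2 adjusted over the list alone). In the neuronal list of 115 genes, 53 were tested and 10 (18.9%) were at least 2-fold higher. This count did not stand apart from random lists, which had a median of 8 and reached 10 in 2644 of 10000 lists. When random lists were not matched on expression, 29 of 10000 reached it. Limma with Benjamini-Hochberg adjustment called 9 of 51 neuronal genes higher (10 adjusted over the list alone) and 8 lower (10 adjusted over the list alone). The paper concludes from its KEGG analysis that LSD1-activated genes were enriched for PI3K/AKT signaling and that LSD1-repressed genes were enriched for neuronal and immune responses. From the PI3K/AKT term, the paper went on to ask whether LSD1 activates this pathway, and turned to AKT phosphorylation.

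**Figure D1:**
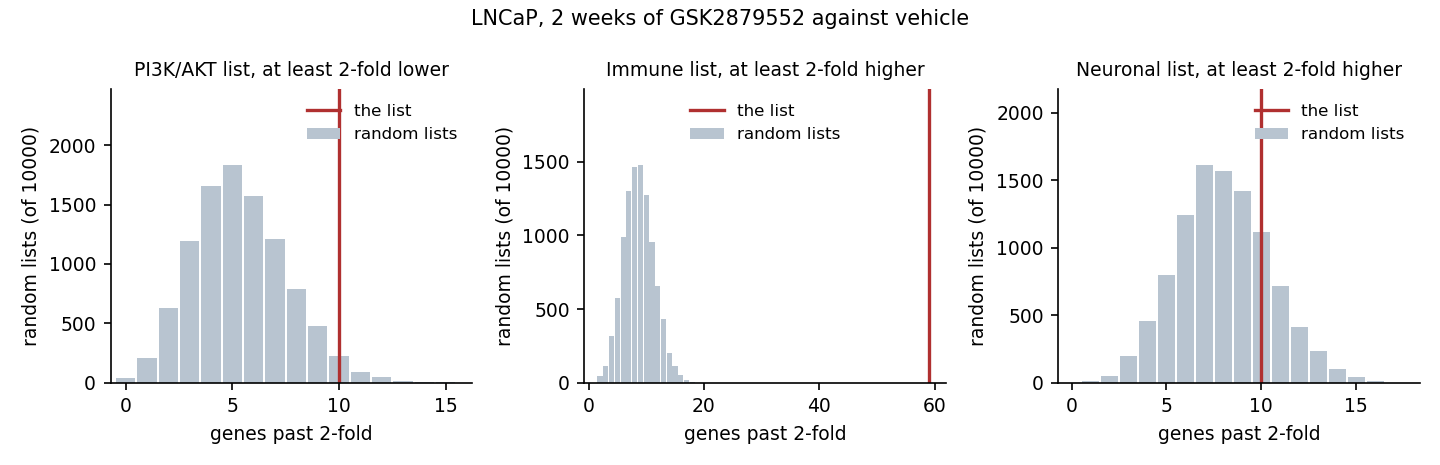
Number of genes at least 2-fold lower or higher after 2 weeks of GSK2879552 in the vehicle arm (x axis) in 10000 random lists matched on mean expression (bars, number of lists on the y axis) and in the PI3K/AKT, immune or neuronal list (red line). The line lies at 10 lower PI3K/AKT genes, at 59 higher immune genes, beyond the highest random list (20), and at 10 higher neuronal genes.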

To determine whether PI3K/AKT pathway is activated by LSD1, we examined Ser473 phosphorylation of AKT, a marker for its full activation (17, 18), in LNCaP cells treated with GSK2879552 (same strategy as in Figure 1A) and our data indicated that LSD1 inhibition markedly decreased AKT phosphorylation (Figure 1C). This result is in sharp contrast to the effects of treating LNCaP cells with an AR antagonist, enzalutamide, or androgen deprivation, which led to increased AKT phosphorylation (Figure 1D) (19).

**Figure 1:**
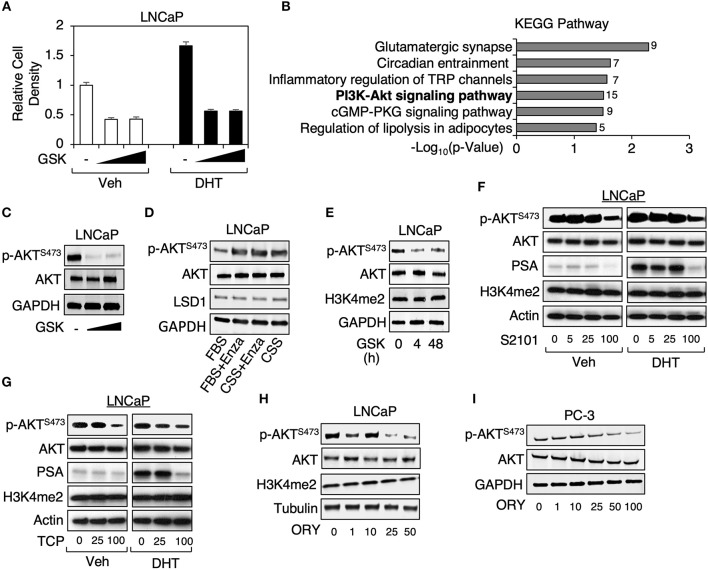
LSD1 inhibitor treatments decreased AKT phosphorylation in PCa cells **(A)** LNCaP cells were maintained in medium containing 0–5 μM GSK2879552 for ~2 weeks (w) and then treated with/out 10 nM DHT for 4 days (d). Cell density was examined under the indicated conditions. **(B)** GSK2879552 (1 μM) downregulated (LSD1-activated) genes (identified from RNA-seq analyses, GSE114268) were analyzed by KEGG pathway annotation. **(C)** Immunoblotting for Ser473-phosphorylated AKT (p-AKT^S473^) and total AKT in LNCaP cells with prolonged treatment of GSK2879552 (0–5 μM). **(D)** Immunoblotting for p-AKT^S473^, total AKT, and LSD1 in LNCaP cells treated with/out 10 μM enzalutamide for 10 days in medium containing full serum (FBS) or hormone-depleted serum (CSS). **(E)** Immunoblotting for indicated proteins in LNCaP cells treated with/out 50 μM GSK2879552 for 0–48 hours (h). **(F–H)** Immunoblotting for indicated proteins in LNCaP cell treated with **(F)** 0–100 μM S2101, **(G)** 0–100 μM TCP, or **(H)** 0–50 μM ORY-1001 in absence or presence of 10 nM DHT for 48 h. **(I)** Immunoblotting for indicated proteins in PC-3 cell treated with 0–100 μM ORY1001 for 48 h.

As we have previously observed that short-term treatment of LSD1 inhibitors required much higher doses (~50–100 μM) to reach the similar effects on cell growth and AR activity in comparison with the prolonged treatment with lower doses (not shown), we next examined whether the high dose treatment can similarly affect AKT phosphorylation in LNCaP cells. As seen in Figure 1E, treating cells with 50 μM GSK2879552 caused rapid inhibition of AKT phosphorylation (4 and 48 h). We then determined whether other LSD1 inhibitors can result in the similar effect on PI3K/AKT signaling. As seen in Figures 1F,G, treatments of two structurally related LSD1 inhibitors, TCP (tranylcypromine) and S2101 (20), resulted in the similar inhibitory effect on AKT phosphorylation at ~100 μM, which also suppressed DHT-induced PSA expression (a classic target of AR). Moreover, we have also examined the effect of another clinical tested LSD1 inhibitor, ORY-1001 (Phase II for AML) (21), on AKT activation. As seen in Figure 1H, ORY-1001 decreased Ser473 phosphorylated AKT at ~25 μM. Furthermore, since LSD1 inhibitor treatment was recently reported to inhibit the growth of AR-negative PC-3 cell-derived xenograft tumors (22), we next examined the effect of LSD1 inhibition on AKT activation in PC-3 cells. As seen in Figure 1I, LSD1 inhibition repressed AKT phosphorylation in PC-3 cells, indicating that this oncogenic activity of LSD1 is distinct from its activity on mediating AR signaling. Overall, these results demonstrate that LSD1 activates PI3K/AKT pathways independent of AR signaling in PCa cells.

### LSD1 Transcriptionally Regulated p85α Expression

Since AKT can be methylated by SETDB1 (although this methylation promotes AKT activity) (23, 24), we first examined whether LSD1 can directly interact with AKT to remove its methylation. However, AKT was not coimmunoprecipitated with LSD1, or vice versa, in LNCaP cells (Figure 2A), indicating that LSD1 is unlikely to demethylate AKT. Therefore, we next hypothesized that LSD1 may transcriptionally regulate an upstream component of PI3K/AKT pathway. Through KEGG analyses, we have identified a subset of LSD1-activated genes that were involved in PI3K/AKT pathways (see Figure 1B). 

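The 10 genes of the PI3K/AKT list that were at least 2-fold lower after 2 weeks of GSK2879552 in the vehicle arm were PIK3R1, VWF, KITLG, GNG7, IRS1, DDIT4, ITGA7, PCK2, MLST8 and THBS4. PIK3R1 had the largest fall of the 10. The log2 fold change was -1.42 for VWF, -1.37 for KITLG, -1.36 for GNG7 and -1.35 for IRS1. It was -1.17 for DDIT4, -1.11 for ITGA7, -1.07 for PCK2, -1.04 for MLST8 and -1.01 for THBS4. KITLG, ITGA7 and THBS4 had fewer than 100 normalized counts on average. THBS4, for example, had 41 reads without inhibitor and 19 after treatment, and its log2 fold change of -1.01 had a confidence interval from -1.91 to -0.23. In the DHT arm, 9 of the 10 genes moved down and 5 passed 2-fold. These 5 were PIK3R1, DDIT4 (-2.41), PCK2 (-2.04), VWF (-1.15) and GNG7 (-1.11). THBS4 moved up by 0.72 there, within its counting error. The falls of KITLG (-0.02, confidence interval -1.18 to 1.13) and ITGA7 (-0.32, -1.40 to 0.71) were within counting error as well. Over both arms, limma with Benjamini-Hochberg adjustment called none of KITLG, ITGA7 and THBS4 (adjusted p = 0.251, 0.189 and 0.838). DDIT4 and PCK2 also belong to the genes of the ATF4 amino acid response. Of 26 other genes of that response, listed after these falls had been seen, 5 were at least 2-fold lower with vehicle as well. With DHT, 17 of 25 were.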

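PIK3R1 (ENSG00000145675.14) lies on the forward strand of chromosome 5 from 68215720 to 68301821 in GENCODE 29 (GRCh38), which lists the gene under the same versioned identifier as the deposited tables. None of its exon bases is shared with another gene on that strand (0%). In the vehicle arm, PIK3R1 had 2091 normalized counts without inhibitor (1936 reads), 1839 after 48 h of GSK2879552 (1604 reads) and 693 after 2 weeks (613 reads). The log2 fold change after 2 weeks was -1.59 (95% confidence interval -1.73 to -1.46), which leaves 33.1% of the level without inhibitor. In the DHT arm, PIK3R1 had 1576 normalized counts without inhibitor, 1317 after 48 h and 465 after 2 weeks. There, the log2 fold change after 2 weeks was -1.76 (-1.92 to -1.61). The changes after 48 h were -0.19 with vehicle and -0.26 with DHT. After 24 h they were -0.27 and -0.39, but fold change at that time followed the GC content of the transcript across genes. Its Spearman rho with GC content was -0.76 with vehicle and -0.68 with DHT, so a technical share in the 24 h values is not excluded. Over both arms, limma gave a log2 fold change of -1.68 (standard error 0.11, adjusted p = 3.47e-06 with Benjamini-Hochberg adjustment), and both libraries treated for 2 weeks were below the 4 others of that table. Scaling to the total of each condition moved the vehicle-arm log2 fold change most, to -1.51. No untreated library is labelled as kept for 2 weeks. The inhibitor and the time in culture therefore cannot be told apart as the source of this fall.

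**Figure D2:**
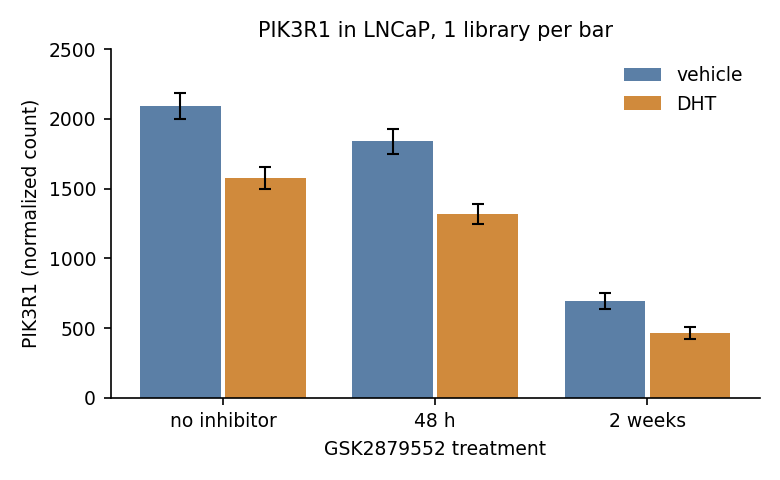
Normalized counts of PIK3R1 (y axis) in LNCaP cells without inhibitor and after 48 h or 2 weeks of GSK2879552 (x axis), with vehicle or DHT. Each bar is 1 library and its error bar the 95% Poisson interval of the count. The bars at 2 weeks stand at 693 and 465, below the other 4.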

Amongst these genes, *PIK3R1* encodes for regulatory subunit alpha of PI3-Kinase, p85α. In cells, p85 regulatory subunit and p110 catalytic subunit form heterodimer of PI3K, which functions to phosphorylate PI(3,4)P_2_ to PI(3,4,5)P_3_ (25). Although several isoforms of p85, including p85β, are found in PCa cells, p85α is generally the most highly expressed PI3K regulatory subunit (14). Significantly, the expression of *PIK3R1* strongly associated with the expression of *KDMA1* (encoding for LSD1) in MSKCC PCa dataset (using cBioPortal) (26–28) (Figure 2B). We next examined whether p85α expression is regulated by LSD1. As seen in Figure 2C, LSD1 inhibition significantly decreased the mRNA expression of *PIK3R1* but not *PIK3R2* (encoding for p85β). As a result, the protein expression of p85α was markedly reduced by LSD1 inhibitor treatment (Figure 2D). Examining ChIP-seq of H3K4me2 in LNCaP cells, we identified an enhancer site (named *PIK3R1*-enh) located at the gene body of *PIK3R1*, where the level of H3K4me2 was decreased by LSD1 inhibitor treatment (Figure 2E). Surprisingly, using a published ChIP-seq dataset of LSD1, we did not find any LSD1 binding peak at this enhancer. There was only one nearby LSD1 binding site (named *PIK3R1*-LBS) located at the downstream of *PIK3R1* locus, but the level of H3K4me2 is barely detected, indicating that this site is unlikely an active enhancer. Nonetheless, we performed ChIP-qPCR in LNCaP cells to examine the H3K4me2 level at these two sites. As seen in Figure 2F, H3K4me2 was decreased at *PIK3R1*-enh by the LSD1 inhibitor treatment, consistent with the finding from H3K4me2 ChIP-seq. Interestingly, while H3K4me2 was low at *PIK3R1*-LBS, it was increased by LSD1 inhibition, supporting that this site is occupied by active LSD1, which can demethylate H3K4me2. To further determine if LSD1 binds to *PIK3R1*-enh, we generated a stable cell line expressing doxycycline-regulated V5-tagged LSD1 and then performed V5 ChIP. As seen in Figure 2G, LSD1 binding at *PIK3R1*-LBS but not *PIK3R1*-enh was induced by doxycycline treatment, confirming that LSD1 does not directly bind to this enhancer of *PIK3R1*. Overall, these results indicate that LSD1-mediated transcription of *PIK3R1* is possibly due to an indirect activation of a *PIK3R1* enhancer, which may be a consequence of previously reported LSD1-mediated epigenetic reprogramming (29).

**Figure 2:**
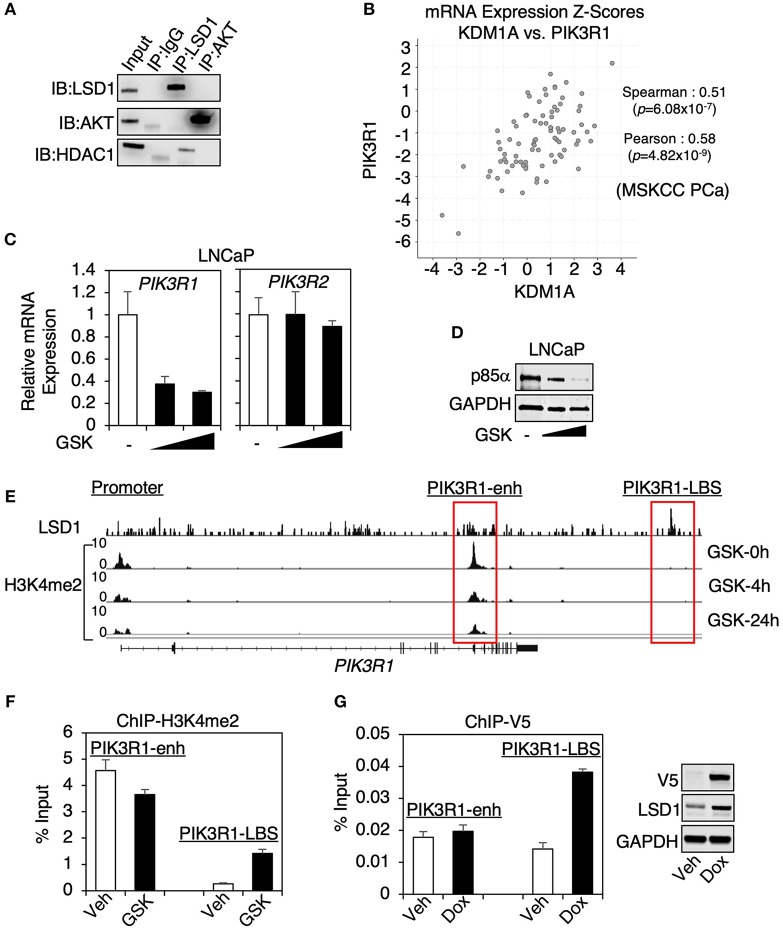
LSD1 transcriptionally regulated p85α expression **(A)** LSD1 or AKT immunoprecipitation was performed in LNCaP cells, followed by immunoblotting for LSD1 and AKT. **(B)** The mRNA expression correlation analyses on KDM1A (LSD1) vs. PIK3R1 (p85α) using MSKCC PCa dataset (*N* = 150) from cBioPortal. The Pearson and Spearman rank correlation coefficient and *p*-value were shown. **(C)** Real-time RT-PCR (qRT-PCR) for PIK3R1 or PIK3R2 in LNCaP cells with prolonged treatment of GSK2879552 (0–5 μM). **(D)** Immunoblotting for p85α in LNCaP cells with prolonged treatment of GSK2879552 (0–5 μM). **(E)** ChIP-seq of H3K4me2 in LNCaP cells treated with 50 μM GSK2879552 for 0–24 h (GSE114268), aligned with public dataset of ChIP-LSD1 (GSE52201) at PIK3R1 gene locus. **(F)** ChIP-qPCR for H3K4me2 binding in LNCaP cells treated with/out 50 μM GSK2879552 for 24 h. **(G)** ChIP-qPCR for V5 (V5-LSD1) in LNCaP-C4-2 cells stably overexpressing tetracycline-regulated V5-tagged LSD1. Doxycycline-induced expression of V5-LSD1 was confirmed using immunoblotting.

### The Combination Treatment of a PI3K Inhibitor With a LSD1 Inhibitor More Effectively Suppressed PCa Cell Proliferation

We next selected an AR-positive CRPC cell line, CWR22-RV1 cells, to further study the LSD1 function on PI3K/AKT pathway. Interestingly, this cell line appeared to be more sensitive to the LSD1 inhibitors as both p85α expression and AKT phosphorylation were decreased by ~5–10 μM of GSK2879552 or ORY-1001 (Figures 3A,B). The heregulin-induced AKT activation (through activating EGFR and ErbB2 receptors) (30, 31) was also decreased by LSD1 inhibition (Figure 3C). Interestingly, unlike in LNCaP cells where LSD1 inhibition only repressed p85α expression, in CWR22-RV1 cells LSD1 inhibition decreased the mRNA expression of both α and β subunits (Figure 3D).

**Figure 3:**
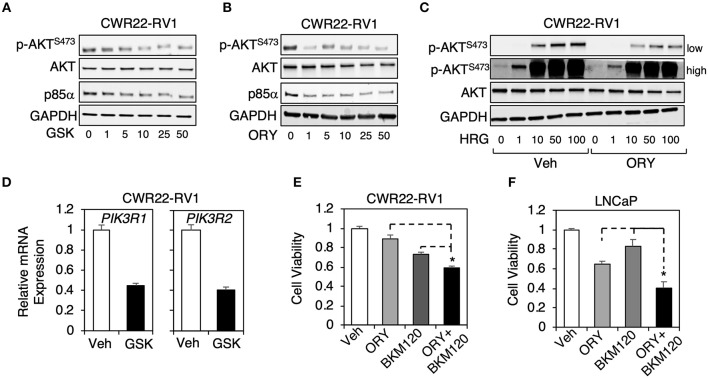
The combination treatment of a PI3-kinase inhibitor with a LSD1 inhibitor more effectively suppressed PCa cell proliferation **(A,B)** Immunoblotting for indicated proteins in CWR22-RV1 cells treated with 0–50 μM **(A)** GSK2879552 or **(B)** ORY1001 for 48 h. **(C)** Immunoblotting for indicated proteins in CWR22-RV1 cells are pre-treated with 10 μM ORY1001 for 48 h and then stimulated by 0–100 ng/ml heregulin-β1 for 10 min. **(D)** qRT-PCR for PIK3R1 or PIK3R2 in CWR22-RV1 cells treated with/out 25 μM GSK2879552. **(E,F)** Luminescence based cell viability assay was performed in **(E)** CWR22-RV1 cells (hormone-depleted serum) or **(F)** LNCaP cells (full serum) treated with vehicle, ORY-1001 (50 μM) alone, BKM120 (1 μM) alone, or the combination of ORY-1001 and BKM120 for 3 days.

PI3-kinase inhibitors, such as BKM120, have been tested in clinical trials of metastatic PCa, but failed to demonstrate significant activity in men with CRPC (32). However, our finding that LSD1 regulates p85 expression in PCa cells suggests that the combined treatment of PI3-kinase inhibitor and LSD1 inhibitor may be more effective in inhibiting downstream AKT activation while still maintain suppression effect on AR signaling. To test this hypothesis, we performed cell viability assays in CWR22-RV1 cell line as well as LNCaP cell line treated with BKM120 alone, ORY-1001 alone, or the combination. As seen in Figures 3E,F, the combination treatment was more effective in suppressing cell growth than the single agent treatment, indicating that this treatment strategy may be potentially used in men with CRPC.

### LSD1 Gene Knockout Suppressed PI3K/AKT Signaling in CRPC Cells

Since the above used LSD1 inhibitors may target additional proteins, such as monoamine oxidases, we decided to use CRISPR/CAS9 approach to genetically silence LSD1 expression and then to examine the effect on PI3K/AKT signaling. Two stable clones (LSD1-KO-1 and LSD1-KO-2) were established in CWR22-RV1 cells and selected for the subsequent study (Figure 4A). The AR activity (AR regulation on FKBP5) was markedly impaired in LSD1-KO cells and the cell growth (in absence of androgen stimulation) was significantly reduced (Figures 4B,C). Importantly, AKT phosphorylation and the expression of p85α and p85β were all suppressed by LSD1 knockout (Figures 4D,E), consistent with the inhibitor effects. Furthermore, we also generated the xenograft tumors by injecting the control or LSD1-KO cells in castrated male SCID mice. The tumor growth of LSD1-KO line was much slower and when the tumors in control group exceeded the size limit, we sacrificed the mice and measured the tumor weight. As shown in Figure 4F, the average tumor weight for LSD1-KO line was significantly reduced. This tumor regression effect can be seen by Ki67 immunohistochemistry (IHC) staining (Figure 4G, upper panel). Importantly, the levels of phosphorylated-AKT were significantly reduced in LSD1-KO line (although it was not completely eliminated) (Figure 4G, lower panel), indicating that LSD1 activates AKT pathway *in vivo*. Overall, these results clearly demonstrate that the expression of p85 isoforms and subsequent AKT phosphorylation were specifically regulated by LSD1.

**Figure 4:**
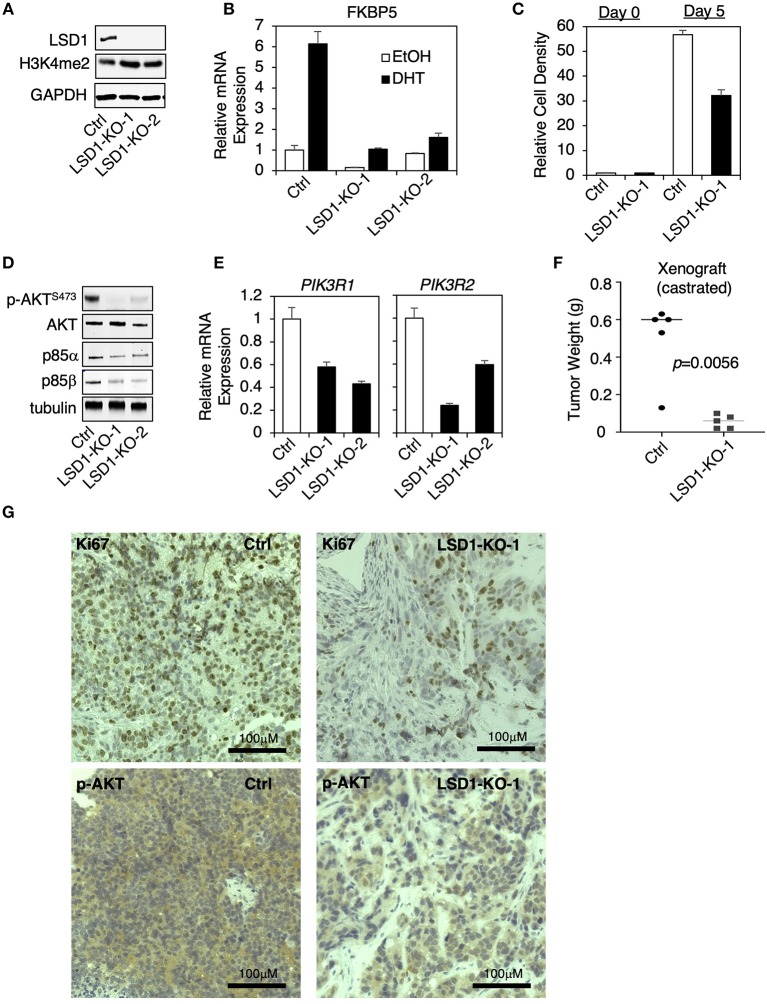
LSD1 knockout suppressed PI3K/AKT signaling in CRPC cells **(A–E)** LSD1 knockout lines (using CRISPR/Cas9 approach) were established in CWR22-RV1 cell. **(A)** LSD1 silencing was confirmed in two knockout clones (LSD1-KO-1 and LSD1-KO-2) compared with parental control line (Ctrl). The following experiments were then performed: **(B)** qRT-PCR for FKBP5 in cells treated with/out 10 nM DHT for 12 h; **(C)** cell viability was measured under the indicated conditions; **(D)** immunoblotting for indicated proteins; and **(E)** qRT-PCR for PIK3R1 and PIK3R2. **(F)** Male SCID mice (*n* = 5) were subcutaneously injected with control line (left flank) and LSD1-KO-1 line (right flank). The development of xenograft tumors was monitored for over 6 weeks and the mice were sacrificed when the tumors at any side reached the size limit. Tumor weight was measured, and tumor biopsies were collected. **(G)** IHC staining of Ki67 and p-AKT^S473^ in tumor samples from control line vs. LSD1-KO-1 line was shown.

### PI3K/AKT Signaling Was Repressed by LSD1 Inhibition in a Castration-Resistant PDX Model

We next determined whether LSD1 inhibitor treatment can suppress PI3K/AKT signaling in CRPC xenograft models. LuCaP35CR is a previously described patient-derived xenograft (PDX) model that is *TMPRSS2-ERG* positive and *PTEN*-negative, and resistant to androgen deprivation treatment (33, 34). Our study using this model indicates that the tumor growth was inhibited by 3-week GSK2879552 treatment (Figure 5A). Therefore, we examined how this treatment affects PI3K/AKT signaling. As seen in Figure 5B, GSK2879552 treatment significantly decreased AKT phosphorylation, suggesting that the impairment of PI3K/AKT signaling may be one mechanism contributing to the tumor regression effect by LSD1 inhibition. Consistently, *PIK3R1* expression was decreased by the LSD1 inhibitor treatment although it was not statistically significant due to the variations in samples (Figure 5C). Overall, these *in vitro* and *in vivo* studies demonstrated that LSD1 inhibition represses AKT signaling in CRPC cells with different genetic background.

**Figure 5:**
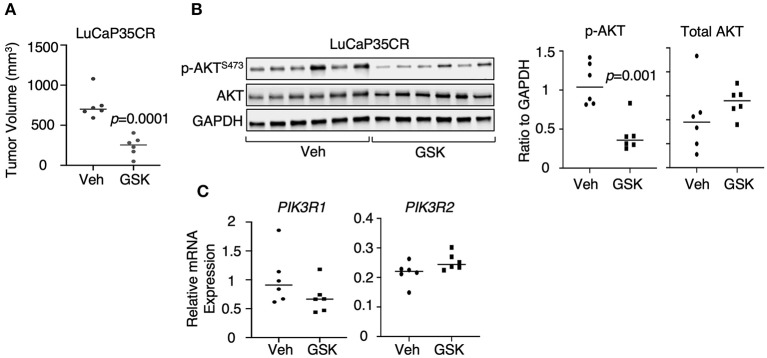
PI3K/AKT signaling was repressed by LSD1 inhibition in a CRPC PDX model **(A)** Castrated SCID male mice bearing LuCaP35CR xenograft tumors (at ~5–7 mm) received daily DMSO (*n* = 6) or GSK2879552 (33 mg/kg) (*n* = 6) via i.p injection for 19 days. The mice were then scarified, and tumor biopsies were collected. The tumor volume at 19 day of treatment was shown. **(B)** p-AKT^S473^ and total AKT were examined by immunoblotting and quantified by ImageJ in tumor tissue samples. **(C)** qRT-PCR for PIK3R1 and PIK3R2 in extracted RNA samples from tumor biopsies.

## Discussion

Multiple studies have demonstrated LSD1 as a critical AR coregulator through its activator function, which is independent to its H3K4 demethylase activity (5, 9). This provides a strong molecular basis to treat PCa tumor with LSD1 inhibitors and we are currently testing LSD1 inhibitor treatments in preclinical models of CRPC. However, whether the tumor response to the inhibitors is solely dependent on suppressing AR signaling remains unclear. In this study, we show that LSD1 inhibitors markedly suppressed another major cancer-promoting pathway, PI3K/AKT signaling, in androgen-dependent PCa and CRPC cells, a consistent finding with a study using LSD1 inhibitor S2101 in an ovarian cancer cell line (35). We further demonstrated that this function of LSD1 is, at least in part, due to the transcriptional activation of the regulatory subunit of PI3-kinase, p85α. Interestingly, this activation function of LSD1 appears to be indirect as we observed decreased H3K4me2 by the LSD1 inhibitor treatment at an enhancer of *PIK3R1* (*PIK3R1*-enh), which was not occupied by LSD1 (see Figure 2). One hypothesis is that the distal LSD1 binding site (*PIK3R1*-LBS) can communicate with and subsequently activate *PIK3R1*-enh through chromatin looping and H3K4me-independent activity of LSD1, such as demethylating H3K9 or non-histone proteins or acting as a critical scaffold protein (5, 6, 9, 16, 22, 36). Another hypothesis is that LSD1 can induce an epigenetic reprogramming (29, 37, 38) that would reshape the enhancer landscape in PCa cells. Therefore, this decreased level of H3K4me2 at *PIK3R1*-enh by LSD1 inhibition might be a result of such epigenetic reprogramming. Nonetheless, it remains unclear how LSD1 performs such activation function on the *PIK3R1* enhancer and this unidentified mechanism clearly needs to be determined in the future studies.

Recent studies have indicated that AR signaling and PI3K/AKT signaling are reciprocally regulated by each other in PCa cells (19). Therefore, castration or the standard AR antagonist treatments, such as bicalutamide and enzalutamide (39), commonly result in the unwanted activation of PI3K/AKT signaling (also see Figure 1D), which may lead to anti-apoptotic activity in PCa cells and thus render tumor cells resistant to the therapies. In contrast, the LSD1 inhibitor treatments have dual functions on inhibiting both AR signaling and PI3K/AKT pathways, which provides an advantage to androgen deprivation treatments. In particular, PTEN deficient or PI3K activating mutations are commonly found in primary PCa and CRPC (40, 41) and this subset of PCa have been adapted to the overactivation of PI3K/AKT signaling. Therefore, the LSD1 inhibitor treatments might be more effective to treat this subset of tumors as they target both AR and PI3K/AKT signaling. In addition, since LSD1 regulates p85 gene expression, the combined treatment of PI3K inhibitors which target PI3K enzymatic activity and LSD1 inhibitors may achieve synergistic effect in treating PCa patients and such treatments need to be further tested in the pre-clinical animal models of CRPC. Overall, this study provides novel insights on identifying the downstream effectors of LSD1 in PCa cells and the study will have a strong translational impact as it indicates that the LSD1 inhibitor treatment may be effective in delaying the progression of CRPC as it targets both AR signaling and PI3K/AKT signaling pathways.

## Data Availability

The RNA-seq data used for this study can be found in GSE114268.

## Author Contributions

CC, SG, and ZW designed the study and wrote the manuscript. ZW, SG, DH, ML, and WH performed experiments and analyzed the results. All authors discussed the results and commented on the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

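Total RNA from LNCaP cells was sequenced by the authors in 16 samples, 2 labelled technical replicates for each of 8 conditions. The conditions were vehicle or DHT without GSK2879552, and vehicle or DHT with GSK2879552 for 24 h, 48 h or 2 weeks. All 8 conditions were used. The authors deposited normalized counts, a signal per gene that they made by multiplying each library's reads by a common factor. In the 24 h table, the factors brought every library to the same total over all genes, relative to the library treated for 24 h with vehicle. In the other table they were taken to do the same, relative to the library treated for 48 h with DHT. The 24 h table holds 60308 genes of all types, and the table of 48 h and 2 weeks holds 20052 genes, of which 19427 are protein-coding in GENCODE 29. The authors also deposited log2 fold changes of DHT against vehicle, which compare hormone and not inhibitor, and these were not used. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the thresholds behind Fig. 1B.

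The values were checked to be whole reads multiplied by a factor per column (100% of the values in every column), and reads were recovered by dividing by that factor. Recovered reads over all genes ranged from 12472431 (48 h, vehicle) to 18047993 (24 h, vehicle). For the libraries treated for 48 h or 2 weeks, these totals follow from the authors' factors, because that table holds only 67.9% to 72.6% of each library's reads. Gene identifiers were matched to GENCODE 29 (GRCh38) without their version numbers, 55698 of 60308 (92.4%) in the 24 h table and 19503 of 20052 (97.3%) in the other. The versions were those of GENCODE 29 for 83.0% and 80.6% of the identifiers. Depth set the precision of each value, so 95% confidence intervals were computed for fold changes from the exact Clopper-Pearson interval on the share of a gene's reads in the treated library, and for a gene's count from the Poisson distribution. For a control at or under 3 reads, the fold is given as the lower limit of this interval.

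The design had assumed that the tables would give a column for each technical replicate. They held 1 column per condition, so the comparison of the replicates, the tests on them and their leaving out in turn could not be run, and each condition was treated as 1 library. Fold changes were computed on the deposited normalized counts as log2((treated + 1)/(control + 1)) within a table, always against the condition with the same hormone treatment and no inhibitor. Genes with a mean normalized count of at least 10 over the 2 conditions were tested, and those past a 2-fold difference were counted. No p-value was computed across genes for these comparisons. The number of genes that counting error alone would place past 2-fold was found from 100 pairs of Poisson libraries drawn from a common mean.

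Gene lists were written for PI3K/AKT signaling (338 genes), neuronal genes (115), immune genes (109) and androgen-regulated genes (28). The count past 2-fold in a list, or the median log2 fold change for the androgen-regulated genes, was set beside 10000 random lists of the same size drawn within 20 strata of mean expression (seed 1). Further lists were written after the fold changes had been seen but before their own tests, for macrophages (10 genes), fibroblasts (10), prostate carcinoma lines other than LNCaP (10) and the ATF4 amino acid response (26). The KEGG table was not used, so the PI3K/AKT list stands in for the KEGG term.

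The effect of 2 weeks of GSK2879552 over both hormone arms was tested with limma 3.58.1 (trend option) on log2(normalized count + 1) of the 6 libraries of the table of 48 h and 2 weeks, with hormone and inhibitor group as additive terms, 2 residual degrees of freedom and Benjamini-Hochberg adjustment. The 12391 genes with a mean normalized count of at least 10 were tested, and an adjusted p under 0.05 was required. In this fit the disagreement between the hormone arms is the error. It takes the place of biological replicates only if the inhibitor acts alike with and without DHT and the arms were cultured apart. Neither the labels nor the paper's text says whether they were. A difference of culture or batch shared by both 2-week libraries would enter the effect and not the error. The procedure was tested on simulated data made from the means and library sizes of these libraries, with a dispersion of 0.02 for every gene. The changed genes had a mean normalized count of at least 100, and the inhibitor effect was the same in both arms. The simulated data held no disagreement between the arms and no batch, so they do not measure false calls from either. Of 200 genes changed by a log2 fold change of 2, limma recovered 200 among 12365 tested genes, with 5 false calls (2.44%). The same test with edgeR recovered 200 and with DESeq2 199.

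The text names genes that the paper names and that bear on these samples (some of them were left out), the PI3K/AKT list genes past 2-fold after 2 weeks with vehicle, and the 5 largest rises and 5 largest falls in that comparison among genes with a mean normalized count of at least 100. A further condition of this rule, that both replicates pass 2-fold, could not be applied. Outside this rule, the text also names PIK3R3, a PI3K regulatory subunit that the paper's text does not name. The conditions, comparisons, thresholds, the 4 gene lists named at the start, the naming rule and most alternatives were chosen before the data were examined. These alternatives were pseudocounts of 0.1 and 10, all genes with any count, a mean of at least 50, a 1.5-fold threshold, scaling to the total of each condition, TMM scaling, random lists not matched on expression and protein-coding genes only. For the test over both arms they were edgeR's quasi-likelihood test and DESeq2 on the recovered reads and the use of the untreated and 2-week libraries only. Removal of the trend with GC content and transcript length (a running median over 50 bins, with values for at least 99.6% of the genes tested) and the restriction to genes in both tables were added after seeing the data, as was TMM scaling for the neuronal list at 48 h. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. ChIP-seq, immunoblots, qRT-PCR, patient data and xenografts were left out because the tables hold no values for them.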

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

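The 24 h and 48 h counts, the higher PI3K/AKT genes, the ATF4 genes and the opposite directions of 2 androgen-regulated genes were noticed in the fold changes, and every test of them was chosen after those had been seen. The tests on separate preparation, on the other hormone arm for the ATF4 genes and on the medium were in addition chosen only after the values they use had been seen.

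The paper does not report RNA-seq after 24 h of GSK2879552. In the vehicle arm, 2325 of 15264 genes were at least 2-fold lower and 1564 at least 2-fold higher, more than after 2 weeks although the exposure was shorter. Among genes in both tables, 2804 genes passed 2-fold after 24 h and 1166 after 2 weeks. Pairs of libraries drawn from a common mean at these depths gave at most 98 lower and 106 higher genes after 24 h. TMM scaling left 2762 genes against 1164, so the larger share of mitochondrial ribosomal RNA (MT-RNR2 took 23.8% of the reads after 24 h and 14.7% with vehicle) was not the cause by way of the authors' scaling. The 24 h libraries were deeper than their controls, and thinning all libraries to 12472431 reads left a mean of 2718 genes against 1139. Fold change after 24 h followed the GC content of the transcript across genes, with a Spearman rho of -0.76 with vehicle and -0.68 with DHT, against -0.19 and -0.08 after 2 weeks. The trend was examined in 8 comparisons, and genes are not independent replicates, so no p-value is given. With the trend with GC content and transcript length removed, 967 genes passed 2-fold after 24 h and 1133 after 2 weeks. A difference in library preparation that acts through GC content may therefore account for most of the excess at 24 h. A weaker trend was also present after 48 h (rho -0.49 and -0.28), which the test had not foreseen. The libraries treated for 24 h may also have been prepared or sequenced apart from their controls. Of the genes past 2-fold after 24 h with vehicle, 44.8% passed 2-fold in the same direction in the 24 h library with DHT and 5.03% in the 48 h library with DHT. A batch of 24 h libraries and an early response to the inhibitor cannot be told apart, because every 24 h library was treated and the tables hold no untreated library of that batch.

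The paper does not report RNA-seq after 48 h either. With vehicle, 231 genes were at least 2-fold lower and 395 at least 2-fold higher among 12226 genes. The trend with GC content leaves room for a technical share at this time, but with the trend removed 196 lower and 331 higher genes were still counted. With a mean normalized count of at least 50, the counts were 135 and 167, so many of these genes had few reads. With DHT, 150 genes were at least 2-fold lower and 385 at least 2-fold higher among 12130 genes. With the trend removed, the counts with DHT were 180 and 299. The inhibitor dose at 48 h is not named in the paper's text, and no biological explanation was tested.

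The paper discusses PI3K/AKT genes that fell, and 27 genes of the PI3K/AKT list were at least 2-fold higher after 2 weeks with vehicle. They were ANGPT2, COL4A3, COL9A2, CSF1, EGF, FGFR3, FN1, IL2RG, ITGA2B, ITGAV, ITGB8, JAK3, LAMB3, MET, NFKB1, NOS3, NTF4, PGF, PIK3AP1, PIK3R5, PIK3R6, RELN, SGK1, THBS1, TLR2, TNC and TNXB. In the DHT arm 25 of the 27 moved up and 22 passed 2-fold. The 2 that did not move up, NTF4 and PIK3R6, had 4 reads or fewer in both libraries of that arm. Of the 27, 16 had fewer than 100 normalized counts on average, and exons of IL2RG (50.8%) and NTF4 (32.9%) are shared with another gene on the same strand. TMM scaling gave 28 higher genes, a count that 4 of 10000 random lists reached, which argues against the scaling. Random lists matched on GC content and transcript length as well as expression reached the count in 12 of 10000. Without CSF1 and TLR2, which the immune list also holds, 25 of 206 genes were higher (4 of 10000 lists). Among genes with a mean normalized count of at least 50, 14 of 181 were higher (17 of 10000 lists), so genes with few counts do not carry the result alone. The rise of these genes may be a response to the inhibitor, as a hypothesis found and tested on the same libraries. Time in culture stays open, because the same vehicle library served as the control at every time.

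The PI3K/AKT genes DDIT4 and PCK2 are also targets of ATF4, and a list of 26 other genes of the ATF4 amino acid response was examined for that reason. In the vehicle arm 5 of 26 genes were at least 2-fold lower after 2 weeks, a count that 1 of 10000 random lists reached, and in the DHT arm 17 of 25 were (0 of 10000). TMM scaling gave 5 lower genes with vehicle and 18 with DHT, so the scaling was not the cause. The fall was present in both arms, each with its own treated library and control, which argues against a single odd library behind both. The count of 17 rests on 1 DHT control, which also served at 24 h and 48 h. DDIT4 and PCK2, outside this list, had 11362 and 7402 normalized counts in that control, against 4948 and 4407 with vehicle. After 2 weeks DDIT4 had 2139 with DHT and 2195 with vehicle, and PCK2 1796 and 2095. The larger count with DHT may therefore come from that control. After 48 h with vehicle the same list had 5 genes at least 2-fold higher (0 of 10000 lists) and 0 lower, whereas with DHT it had 0 higher and 2 lower (107 of 10000). After 24 h it had 4 higher (452 of 10000) and 1 lower with vehicle, and 0 higher and 5 of 25 lower (206 of 10000) with DHT. The rise was thus seen only with vehicle. The state of the medium at harvest and the inhibitor cannot be told apart as the source of these changes, because the tables hold no untreated library harvested at 48 h or 2 weeks beside the treated ones. Whether the arms differ in this response was not tested.

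FKBP5 and KLK3, both androgen-regulated, moved in opposite directions in the 2 arms after 2 weeks. FKBP5 had a log2 fold change of -0.53 with vehicle (confidence interval -0.78 to -0.29) and 0.29 with DHT (0.21 to 0.37). KLK3 had 0.20 with vehicle (0.16 to 0.25) and -0.56 with DHT (-0.58 to -0.55). Against the same 2 controls, FKBP5 also moved in opposite directions after 24 h (-0.66 with vehicle and 0.97 with DHT) and after 48 h (-0.28 and 0.69). KLK3 did not, since it fell in both arms after 24 h (-1.01 and -0.40) and after 48 h (-1.03 and -0.75), so its opposite directions were found at 2 weeks only. These were 2 of 55 named genes, and the intervals cover counting error only. The difference between the arms was not tested, since each arm has 1 library per treatment. Under TMM scaling 2 of the 2 genes still moved in opposite directions, and with the trend with GC content and transcript length removed it was again 2. The authors' scaling and this trend were therefore not the cause. Variation between libraries prepared apart and an effect of the inhibitor that depends on DHT both stay open, untested.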

How the results depend on the processing

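The removal of the trend with GC content and transcript length and the restriction to genes in both tables were chosen only after the results had been seen, as were all alternatives for the neuronal list at 48 h. The other alternatives were not.

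Among the counts and leading results, 97 values under an alternative stayed close to the main value (counts within 1.5 times) and 32 moved further. The fall of PIK3R1 after 2 weeks kept its direction and stayed past 2-fold under every alternative run, from -1.66 to -1.51 with vehicle and from -1.85 to -1.74 with DHT. Over both arms, its adjusted p from limma, edgeR or DESeq2 with Benjamini-Hochberg adjustment ranged from 1.60e-28 to 7.54e-06 across alternatives. The lowest value came from limma on the untreated and 2-week libraries only, with 1 residual degree of freedom. There the standard error was 0.145 for PIK3R1 and for KDM1A alike. That value therefore rests on a spread pooled over genes and is no measure of the spread of PIK3R1 itself. The immune list had 40 to 74 higher genes after 2 weeks with vehicle, and 0 of 10000 random lists reached the count under any alternative run. The test over both arms called between 1767 genes (DESeq2) and 2809 (TMM scaling).

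With all genes with any count included, more genes passed 2-fold by construction. The counts were 839 lower and 2271 higher after 2 weeks with vehicle, 820 and 2313 after 2 weeks with DHT, 861 and 1602 after 48 h with vehicle, and 5714 and 6316 after 24 h with vehicle. The PI3K/AKT list then had 17 lower genes, a count that 4344 of 10000 random lists reached, and the neuronal list 20 higher genes. With a 1.5-fold threshold, which admits more genes, the counts were 1301 and 1548 after 2 weeks with vehicle, 827 and 1761 with DHT, 955 and 1242 after 48 h, and 4296 and 3239 after 24 h. The PI3K/AKT list had 21 lower genes (5720 of 10000 lists). With a mean normalized count of at least 50, which leaves fewer genes, there were 388 higher genes after 2 weeks with vehicle, 144 lower and 462 higher with DHT, 135 and 167 after 48 h, 923 higher after 24 h, and 1 higher neuronal gene. A pseudocount of 10, which shrinks folds of genes with few counts, gave 149 lower and 219 higher genes after 48 h and a median of 1.67 for the androgen-regulated genes with DHT.

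With the trend with GC content and transcript length removed, 1027 lower and 874 higher genes passed 2-fold after 24 h, and the PI3K/AKT list had 5 lower genes after 2 weeks (3073 of 10000 lists). For the 24 h counts this is what the construction of the alternative gives, since fold change followed GC content at 24 h, and for the list the cause was not tested. Under the alternatives that kept the list's count within 1.5 times, from 7 to 10 lower genes, between 414 and 890 of 10000 random lists reached it. The PI3K/AKT list therefore stood apart from random lists only under some of the settings.

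For single genes, 596 values under an alternative kept their direction and size, 38 moved by more than the counting interval, 3 lost an adjusted p under 0.05, 1 gained it and 3 reversed. KDM1A after 2 weeks with vehicle was -0.05 and became 0.029 with scaling to the total of each condition and 0.050 with the trend removed. AKT1 with DHT was -0.02 and became 0.0665 with the trend removed. The cause was not tested. Scaling to the total of each condition changed nothing in the 24 h table, whose columns already share 1 total.

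No analysis paired by technical replicate was possible because the technical replicates had been combined into 1 column per condition. For the same reason the tests with edgeR or DESeq2 on the replicates, their block by replicate number, leaving out a replicate and the comparison of the replicates were not run. The authors' deposited log2 fold changes compare DHT with vehicle, so that alternative was not run for the inhibitor. Depth limits the genes with few reads. PIK3R2 had from 1 to 10 reads per library, too few for a change in it to be measured.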

Differences from the paper's values

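Fig. 1B gives about 15 genes for the PI3K-Akt pathway, read by eye, among the paper's LSD1-activated genes. The list of 338 PI3K/AKT genes, which is not the KEGG list, had 10 genes at least 2-fold lower after 2 weeks with vehicle, no more than 1.5 times apart from the paper's number. Of the alternatives set before the data were examined, all genes with any count gave 17 and a 1.5-fold threshold gave 21. A pseudocount of 0.1, random lists not matched and protein-coding genes only gave 10. A pseudocount of 10 and TMM scaling gave 8, and a mean normalized count of at least 50 and scaling to the total of each condition gave 7, all more than 1.5 times below the paper's number. Removal of the trend with GC content and transcript length, chosen after seeing the values, gave 5.

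The paper reports that the PI3K/AKT pathway was enriched among LSD1-activated genes (Fig. 1B). In the list used here, 390 of 10000 random lists matched on expression had at least as many lower genes, and between 414 and 5720 had under the alternatives. After 48 h, 3 of 208 list genes were lower with vehicle (7443 of 10000 lists had as many) and 2 of 202 with DHT (6683). After 24 h, 30 of 205 were lower with vehicle (4886) and 26 of 203 with DHT (825).

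The paper reports that LSD1-repressed genes were enriched for neuronal responses. The neuronal list had 10 genes at least 2-fold higher among 53, and 2644 of 10000 random lists matched on expression had as many. With random lists not matched on expression, 29 of 10000 had as many, and under no other alternative were there fewer than 1962. The paper does not report the other times. After 24 h, 3 of 52 neuronal genes were higher with vehicle (9789 of 10000 lists had as many) and 3 of 43 with DHT (6647). After 48 h, 7 of 50 were higher with vehicle (649) and 10 of 48 with DHT (17), so the list did stand apart in the 48 h library with DHT. The median log2 fold change of all tested genes there was 0.11. The 2 alternatives chosen after seeing the values, TMM scaling and removal of the trend with GC content and transcript length, each gave 8 higher genes with DHT after 48 h (54 and 75 of 10000 lists). With vehicle they gave 7 (571 and 545).

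The paper states, citing an earlier study, that p85α (PIK3R1) has in general the highest expression of the PI3K regulatory subunits in PCa cells. In LNCaP cells with vehicle, PIK3R3 had 2691 normalized counts (95% Poisson interval 2586 to 2798) and PIK3R1 2091 (1999 to 2186). Per kilobase of exon these were 363 and 194. With DHT, PIK3R1 had more counts (1576 against 1307) and fewer per kilobase of exon (146 against 176). In PIK3R3, 17.4% of the exon bases are shared with another gene on the same strand. These are RNA levels in 1 library per condition, and protein was not measured.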

Other observations

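The tests of the other hormone arm and of time in culture for the immune genes were chosen only after the values they use had been seen, and the lists of cell types and of ATF4 targets were written after the fold changes had been seen.

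The rise of the immune list after 2 weeks (59 of 87 genes with vehicle) was weighed against cells of another type in the cultures. The risen genes had a median of 181 normalized counts after 2 weeks with vehicle. A list of 10 abundant macrophage genes had a median of 0.565, with 0 of 10 at or above that level, and CTSS the highest at 99.5. A list of 10 fibroblast genes had a median of 1.70, and the 2 at or above that level, VIM (748) and COL1A1 (491), had 172 and 528 without inhibitor. VIM thus rose, as it did with DHT (119 to 467), whereas COL1A1 fell with vehicle and rose with DHT (242 to 365). A list of 10 genes of other prostate carcinoma lines had a median of 2.83, with VIM, which the fibroblast list also holds, the 1 gene at or above. LNCaP cells with vehicle and no inhibitor had more than 10 normalized counts for 0 of the macrophage genes, 3 of the fibroblast genes and 1 of the genes of other carcinoma lines. Each of these cell types would bring its abundant transcripts with it, so none of them accounts for the rise. TMM scaling gave 60 higher genes, and the DHT arm, with its own library and control, gave 60, of which 56 were shared with the vehicle arm. The scaling and a single odd library were therefore not the cause. After 48 h with vehicle, 12 of 66 immune genes were at least 2-fold higher (10 of 10000 random lists had as many), and with DHT 9 of 61 were (340 of 10000). After 24 h, 10 of 64 were higher with vehicle (2665 of 10000) and 5 of 62 with DHT (6360), so the list did not stand apart at that time. The inhibitor and the time in culture cannot be told apart, because the tables hold no untreated library kept for 2 weeks, and a response to the inhibitor is only a candidate explanation.

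The 10 PI3K/AKT genes at least 2-fold lower were weighed in the same way. Libraries drawn from a common mean gave at most 3 such genes in 100 draws, so counting error was not the cause. Random lists matched on GC content and transcript length as well as expression reached the count in 461 of 10000, which alone argues against such a trend. With the trend removed, however, the count was 5, which 3073 of 10000 lists reached. The test was first read from the 461 lists alone, and both values have been used since the second was seen. A part of this count may come from the trend and a part from the inhibitor, and these cannot be told apart because the 2 tests point in different directions. Time in culture stays open as well, for PIK3R1 too, because no untreated library is labelled as kept for 2 weeks. The ATF4 amino acid response is a candidate explanation for DDIT4 and PCK2 only, since 5 of 26 other genes of that response were lower as well. PIK3R1 is not among the ATF4 genes, and with the trend removed its log2 fold change with vehicle was -1.66.

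PIK3R2, which encodes p85β, had from 1 to 10 reads per library, and its log2 fold change after 2 weeks with vehicle was -0.44 (confidence interval -2.79 to 1.56). In GENCODE 29, 87.2% of the exon bases of PIK3R2 are shared with AC007192.1 on the same strand, although the deposited identifier of PIK3R2 has an older version. Of 477 protein-coding genes with at least 80% of their exon bases under another gene of the same strand, 93.9% had a mean normalized count under 10, against 61.2% for genes of similar length without such overlap. AC007192.1 itself had 2 reads or fewer in each library of the 24 h table. Reads that lie on both genes may therefore have been left out of the counts, but low expression of PIK3R2 itself was not excluded.

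PIK3R3 rose after 2 weeks, by a log2 fold change of 0.23 with vehicle and 0.68 with DHT, or 0.34 and 0.69 with the trend with GC content and transcript length removed. Over both arms, limma with Benjamini-Hochberg adjustment gave 0.46 (standard error 0.12, adjusted p = 0.0252). Under the alternatives, the adjusted p ranged from 0.00854 (limma on the untreated and 2-week libraries only, with 1 residual degree of freedom) to 0.0275. In both arms the 2-week library was above its own control. After 48 h PIK3R3 was above its control as well, by 0.27 with vehicle and 0.49 with DHT. After 24 h it was below its control in both arms (-0.22 and -0.15). KDM1A, which encodes LSD1, changed by -0.05 with vehicle and 0.19 with DHT (limma with Benjamini-Hochberg adjustment, adjusted p = 0.711). AKT1 changed by -0.26 and -0.02 and AKT2 by -0.30 and -0.17, and limma with Benjamini-Hochberg adjustment called neither gene, with adjusted p of 0.411 and 0.144. With the trend with GC content and transcript length removed, the changes with vehicle shrank beyond the counting intervals, to -0.08 for AKT1 and -0.04 for AKT2, and AKT2 with DHT to -0.10.

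FOXA1 changed by -0.43 with vehicle and -0.30 with DHT after 2 weeks (-0.36 over both arms, adjusted p = 0.0343 from limma with Benjamini-Hochberg adjustment), and the adjusted p was 0.0602 with only the untreated and 2-week libraries and from 0.0136 to 0.0343 under the others. With the trend removed, FOXA1 changed by -0.27 with vehicle, outside the counting interval of its main value, and -0.33 with DHT. The response to DHT of a list of androgen-regulated genes checks the hormone labels. Without inhibitor, 23 of 27 of these genes were at least 2-fold higher with DHT, with a median log2 fold change of 2.05 (95% interval 1.76 to 2.12). The median was 1.95 after 48 h of GSK2879552, 1.95 after 2 weeks and 2.16 after 24 h, and 0 of 10000 random lists reached any of these. After 24 h with DHT, 1796 genes were at least 2-fold lower and 943 at least 2-fold higher among 14969. With the trend with GC content and transcript length removed, these counts were 998 and 707. The neuronal list had 6 of 53 genes at least 2-fold lower after 2 weeks with vehicle (184 of 10000 random lists had as many), but with DHT it had 3 of 48 (2158) and did not stand apart. After 48 h it had 2 of 50 lower genes with vehicle (5213) and 1 of 48 with DHT (7393). After 24 h, when fold change followed GC content most, it had 18 of 52 (13) and 12 of 43 (119).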
